A study of Homo sapiens with 3 samples.

How the data were processed

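Total RNA from HEK293T cells labelled as a Nudt12 knockout was enriched by NAD-Capture, reverse transcribed and amplified with a low-input SMARTer kit, per the labels' protocols. The labels name 3 replicate samples and 1 genotype, with no batch or date. The labels describe a reaction without cyclase as a background control, and the series names wild-type and DXO-knockout libraries for comparison. None of these is analysed here, so no groups were compared and no test across genes between groups was made.

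The deposited values were FPKM per RefSeq isoform and replicate, made by the authors and used as given. The unit was read from the deposited table's name and its values. The aligner, the program that estimated FPKM, the genome build, the RefSeq release and any scaling between libraries are not stated, so no coordinates are printed. Fractional fragments within genes of several isoforms are shared out by the authors' program in a way that is not stated.

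Gene symbols came from the RefSeq gene table of assembly GRCh38.p14, matched on the accession without its version, for 52028 isoforms. A further 708 were named through the RefSeq and symbol tables of GENCODE 29, and 480 had no symbol. The named isoforms were 99.1% of all isoforms and held 99.7% of the mean FPKM. The table lists 1087 accessions more than once, with 3309 numbered further copies that held 0.317% of the mean FPKM. Copies were summed with their gene. Isoforms summed per gene gave 25967 genes. Transcript lengths came from GENCODE 29 where an accession matched exactly 1 transcript.

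Depth was recovered from the FPKM values of coding genes with a single isoform over 1000 nt. FPKM was taken as the number of fragments divided by the transcript length less a constant and by the per-million denominator, and both unknowns were fitted on the values near 1 fragment. This gave denominators of 218917, 412708 and 462649 and constants of 137, 137 and 144 nt for replicates 1, 2 and 3. The commonest ratio of low values between the same transcripts was 1.89 for replicates 1 and 2, 2.11 for 1 and 3, and 1.12 for 2 and 3. It was held by 113 of 262, 94 of 287 and 131 of 359 such transcripts. The ratio of the fitted denominators was 1.89, 2.11 and 1.12. Fragments per gene were computed for transcripts of at least 400 nt and rounded to whole numbers. Shorter transcripts were left out of every value given in fragments, since the constant is close to their length. Intervals are exact Poisson 95% intervals of the rounded fragments and the floor is 3 fragments. Both cover counting error only, because amplified fragments without molecular identifiers are not independent molecules.

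Levels on the log2 scale had a pseudocount of 1, which understates differences between low values. Isoforms or genes entered correlations and spreads with a mean FPKM of at least 1 over the 3 libraries. Lists were ranked among 10000 random lists of the same size, and for spread these were matched on mean expression in 20 bins. Counting error was simulated by redistributing each gene's fragments over the libraries in proportion to each library's total fragments, 100 times. That total was summed over genes whose isoforms with signal all had a fragment value, and it differs from the fitted denominators. Over all transcripts with a fragment value the fragments summed to 223634, 385414 and 367369, above the denominator in replicate 1 and below it in replicates 2 and 3, and the reason was not tested. The binomial test on NUDT12 and the simulation were repeated with the fitted denominators. Apart from the exact binomial test on NUDT12 fragments, the values are descriptive.

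The named genes followed a rule set before the data were examined. It comprised NUDT12 and 11 enzyme genes, the 10 isoforms of highest mean FPKM whose replicates lay within 2-fold, the 3 isoforms of mean FPKM of at least 10 with the largest spread, and the most abundant member of each list. Genes named in the closing section outside this rule were chosen after their values were seen. The gene classes were set by symbol. The histone class holds 3 transcribed pseudogenes whose older symbols matched it.

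The alternatives tried were other detection limits, a pseudocount of 0.1, other filters on low values, rank correlation, isoforms summed per gene, rescaling of the libraries, removal of the 10 most abundant isoforms, and leaving out each replicate in turn. The fit, the spread and the counting simulation were tested on simulated data with known answers. On 8065 simulated transcripts with exact values the denominators were recovered, which follows from the formula that made them. With 35% of the values moved off whole fragments the largest error of a denominator was 0.107%. In 20 simulated data sets with counting error only, the ratio of observed to simulated spread over 1646 genes averaged 0.993, from 0.947 to 1.03. Of 200 genes given an 8-fold change in 1 library among those 1646 genes, 98.5% were among the 200 largest spreads. These genes had at least 60 simulated fragments and counting error only. The recovery therefore does not carry over to genes with fewer fragments or with the wider spread of the real libraries. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.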

Results

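The data were 3 sequencing libraries from HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen, labelled as a knockout of the gene for the hydrolase Nudt12. Each library was made from RNA selected by NAD-Capture. In this procedure an ADP-ribosyl cyclase exchanges the nicotinamide of a 5′ NAD cap for an alkynyl alcohol, biotin is attached to the alkyne by click chemistry, and the RNA is pulled down on streptavidin. The 3 libraries formed 1 group of replicates. The series describes a comparison of these libraries with earlier wild-type and DXO-knockout libraries, which are not analysed here, and libraries from input RNA or from a reaction without cyclase are not used here either. The values below therefore describe the captured RNA of 1 genotype. They combine how abundant an RNA was with how well it was captured, and no difference between genotypes was computed. Any background, for which the labels describe the reaction without cyclase as a control, is part of these values and was not separated.

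The deposited values were FPKM, the number of sequenced fragments scaled by transcript length and by the fragments mapped in the library, for 53216 RefSeq isoforms, of which 41426 were coding and 11790 noncoding. In genes with a single isoform, low FPKM values fell on whole multiples of what 1 fragment was worth at the transcript's length. Of the low values, 73.8%, 73.8% and 73.2% in replicates 1, 2 and 3 lay within 0.1 of a whole number of fragments, where 20% would do so by chance. The fit gave per-million denominators of 218917, 412708 and 462649 fragments. These denominators estimate the depth behind the FPKM values, and whether the sequencing runs were deeper is not stated. The estimate is not exact. In replicate 1 the fragments of transcripts with a fragment value summed to 223634, above the denominator, for a reason that was not tested. For a transcript of 2000 nt, 1 fragment corresponded to 2.45, 1.30 and 1.16 FPKM, and a floor of 3 fragments to 7.36, 3.90 and 3.49 FPKM. Among the 20943 isoforms of known length with a mean FPKM of at least 1, the median isoform had 15.5 fragments summed over the 3 libraries, and 37.8% had fewer than 10.

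**Figure D1:**
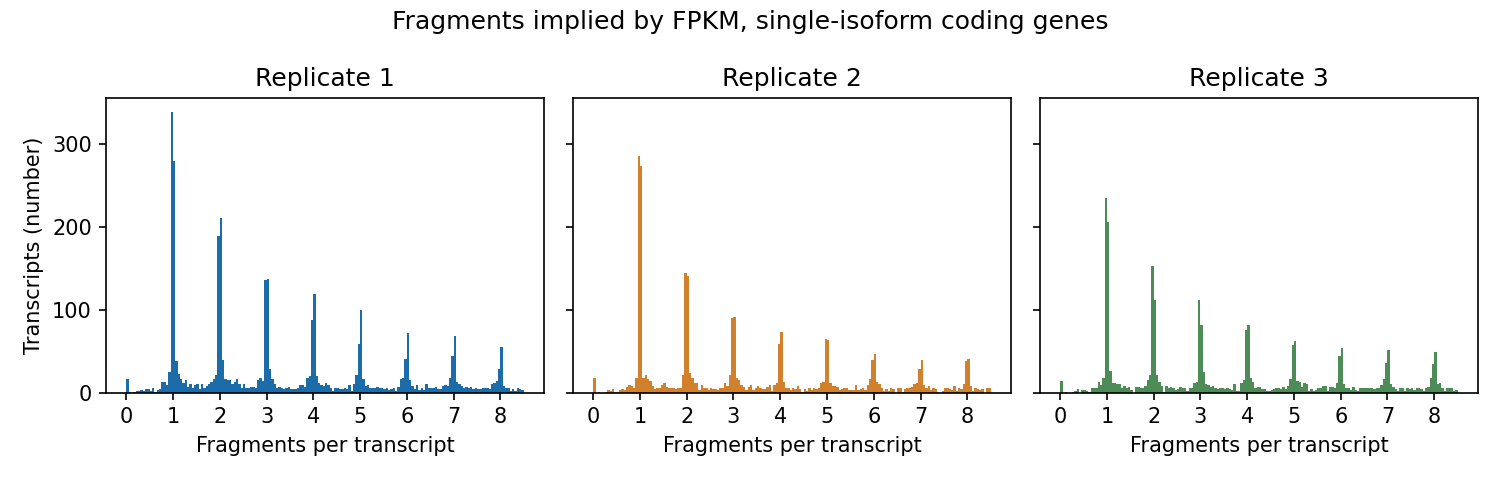
Number of transcripts (y axis) by the number of fragments that each nonzero FPKM value implies (x axis), for coding genes with a single isoform, 1 panel per replicate. The values pile up at whole numbers of fragments, with 73.8%, 73.8% and 73.2% of low values within 0.1 of one.

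The first question was what the libraries held of the targeted gene. NUDT12 had an FPKM of 2.76 in replicate 1, 9.37 in replicate 2 and 9.02 in replicate 3, a mean of 7.05 ± 3.72 (SD, n = 3). These values corresponded to 1, 13 and 14 fragments, with exact Poisson 95% intervals of 0.0253 to 5.57, 6.92 to 22.2 and 7.65 to 23.5 fragments. Replicate 1 was thus under the floor of 3 fragments. Replicate 1 held 22.9% of all fragments counted on genes, by which 6.42 of the 28 fragments were due in it, and a two-sided exact binomial test gave p = 0.0116. By the fitted denominators its share was 20.0%, 5.60 fragments were due and the same exact test gave p = 0.0303. Both tests compare the libraries and not conditions, and they allow for counting error only. They were chosen after the values were seen, on the library that stood lowest, and were not corrected for that choice. The p-values therefore overstate the evidence. Of 5550 genes with similar fragment totals, 2.56% had as low a share in replicate 1. The isoform NM_031438 carried the signal in replicates 2 and 3 (9.37 and 9.02 FPKM) and stood at 0.0399 in replicate 1, whereas NM_001300741 stood at 2.72, 0.000148 and 0, a mean of 0.907 FPKM. The RNA level of the gene thus neither bears out nor contradicts the knockout label. The labels do not say how the gene was disrupted, and libraries from unedited cells are not analysed here.

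The next values concern 11 other genes for enzymes of cap removal, cap synthesis and NAD synthesis. DXO, a second enzyme that removes NAD caps, had a mean of 100.3 ± 111 FPKM (SD, n = 3), with 22.0, 227 and 52.2 FPKM from 7, 140 and 36 fragments. Replicate 2 was 10.3-fold above replicate 1, and without replicate 2 the mean was 37.1 FPKM. The other decapping hydrolases stood at 11.8 ± 6.62 (NUDT16), 20.1 ± 11.6 (NUDT3), 24.96 ± 2.15 (DCP2) and 54.7 ± 14.8 FPKM (DCPS). The exonuclease genes XRN1 and XRN2 had 6.09 ± 4.46 and 28.6 ± 4.45 FPKM. XRN1 had only 9, 5 and 12 fragments in replicates 1, 2 and 3, and its mean was 3.61 FPKM without replicate 1. The methyltransferase genes RNMT and CMTR1 had 10.6 ± 1.16 and 19.1 ± 4.55 FPKM. The NAD synthesis genes NAMPT and NMNAT1 had 23.1 ± 7.23 and 17.0 ± 8.31 FPKM. Replicates of DCP2 differed by at most 1.19-fold, with 44 to 107 fragments per library. Those of RNMT differed by at most 1.23-fold, but on only 10, 16 and 28 fragments in replicates 1, 2 and 3. For NUDT3 the range was 4.15-fold, from 32 fragments in replicate 3 to 117 in replicate 2. Scatter was also ranked in fragments relative to each library's total, a measure that can differ from the range in FPKM where a gene's isoforms differ in length. Among genes with fragment totals within 2-fold of their own, DXO and NUDT3 scattered between replicates more than 99.5% and 96.6% of genes. NUDT12 scattered more than 93.1%, and the other 9 genes lay between 9.98% and 81.7%. The lowest was NMNAT1, although its FPKM ranged 2.48-fold, from 10.6 to 26.4. No test between these genes was made.

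**Figure D2:**
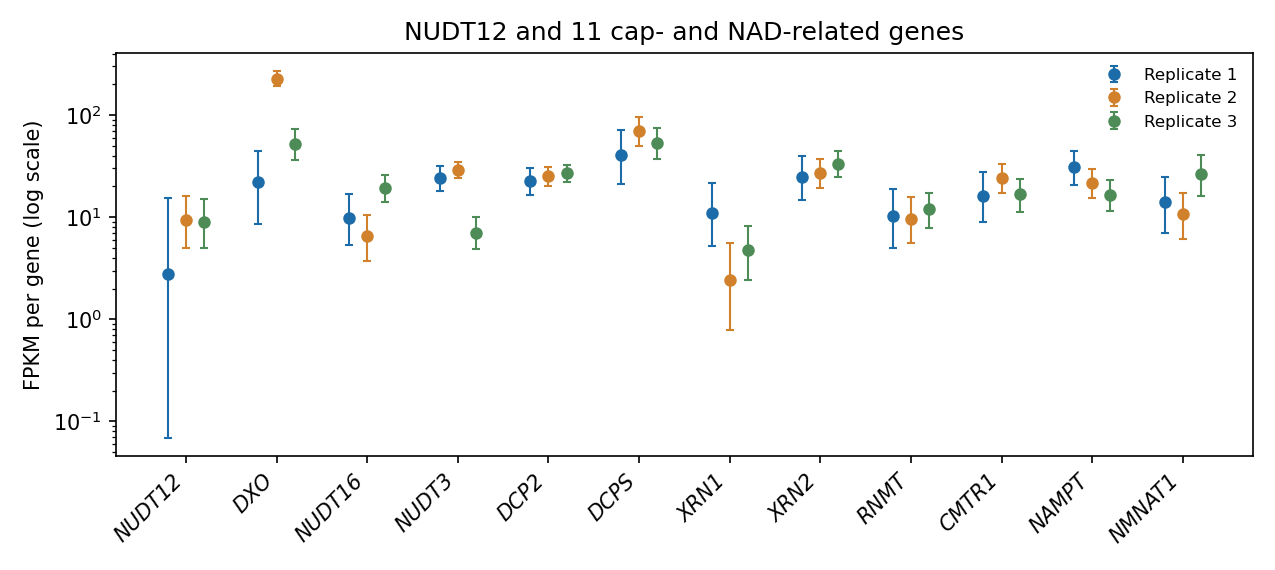
FPKM per gene (log scale) of NUDT12 and 11 cap- and NAD-related genes in each of the 3 replicates, with exact Poisson 95% intervals for counting error. DXO stands at 227 FPKM in replicate 2 against 22.0 and 52.2 in replicates 1 and 3, and NUDT12 in replicate 1 rests on 1 fragment.

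The following values show how far the 3 libraries repeated one another. At a limit of FPKM 1, 16864, 17320 and 17832 isoforms were detected in replicates 1, 2 and 3, a mean of 17339 ± 484 (SD, n = 3). For a transcript of 2000 nt that limit lies below 1 fragment in every library. At a limit of FPKM 5, the alternative that moved the count most downwards, the mean was 11228 ± 117. With every isoform above 0 counted, the alternative that moved it most upwards, the mean was 25601 ± 1153. Of the 25334 isoforms detected in any library, 10066 (39.7%) were detected in all 3. After isoforms were summed per gene, 11719 of 17409 genes (67.3%) were. Across the 22259 isoforms with a mean FPKM of at least 1, Pearson's r on the log2(FPKM + 1) scale was 0.530 between replicates 1 and 2, 0.494 between 1 and 3, and 0.513 between 2 and 3. These correlations are across isoforms, which are not independent replicates. Summing isoforms per gene gave 0.777, 0.742 and 0.770 over 15738 genes, and the alternative that moved the mean most, genes with at least 60 fragments, gave 0.915. The median SD between replicates was 1.14 log2 units for isoforms and 0.59 for genes, and 2.42 for isoforms with a pseudocount of 0.1. Between pairs of replicates, 10855, 11123 and 11133 isoforms differed by more than 2-fold (48.8%, 50.0% and 50.0%), against 5124, 5422 and 5328 genes (32.6%, 34.5% and 33.9%). With 1 library on each side of a pair, these differences were not tested gene by gene. The libraries were distinct, since chi-square per degree of freedom between them was 4.16, 6.34 and 5.14.

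The spread was also set against counting error by redistributing each gene's fragments over the libraries in proportion to each library's total fragments on genes in 100 simulations. Genes with 6 to 19 fragments in total had a median SD of 0.91 log2 units, where counting error gave 0.59. The values were 0.59 against 0.35 for genes with 20 to 59 fragments and 0.40 against 0.21 for those with 60 or more but under 200. The 841 genes with 200 or more fragments had 0.32 against 0.11. The observed spread lay above all 100 simulations in each of these 4 classes.

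**Figure D3:**
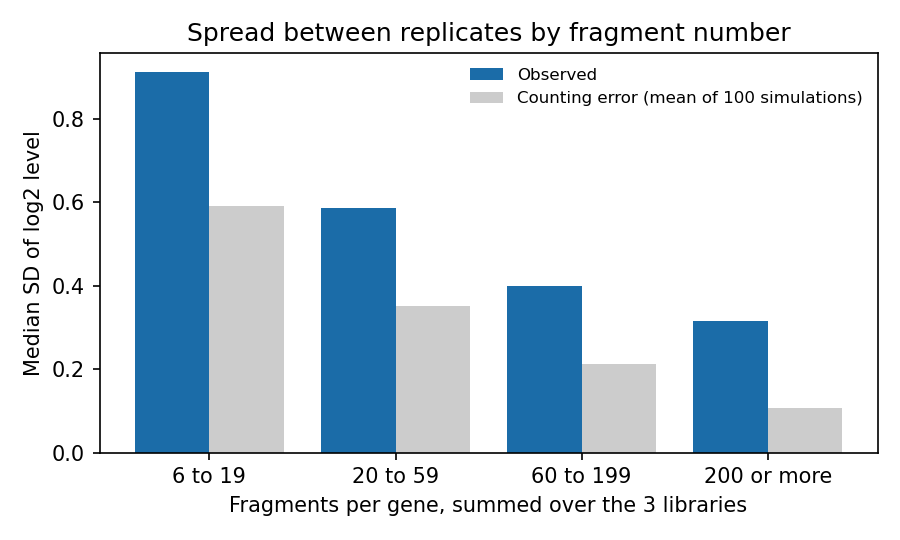
Median SD of the log2 level between replicates (y axis) for genes grouped by their fragments summed over the 3 libraries (x axis), observed (blue bars) and as the mean of 100 simulations of counting error (grey bars). The observed SD falls from 0.91 to 0.32 log2 units and the simulated one from 0.59 to 0.11.

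The composition of the captured RNA was described by the share of summed FPKM in each class of genes. Small nucleolar and Cajal body RNAs held 18.9% ± 5.34 (SD, n = 3) and other small RNAs 18.0% ± 1.04. Noncoding isoforms as a whole held 40.8% ± 4.60. Cytosolic ribosomal protein genes held 11.7% ± 3.68, with 15.3%, 11.7% and 7.98% in replicates 1, 2 and 3. Replication-dependent histone genes held 7.00% ± 2.02, with 8.70%, 7.55% and 4.76%. Nuclear genes of the respiratory chain and ATP synthase held 1.99% ± 0.386, mitochondrial ribosomal protein genes 0.667% ± 0.143 and circadian clock genes 0.00891% ± 0.00451. Mitochondrially encoded transcripts were not analysed here. FPKM divides by length, so a small RNA weighs far more per fragment than an mRNA. In fragments on transcripts of at least 400 nt, ribosomal protein genes held 8.56% ± 3.16 and respiratory chain genes 1.72% ± 0.335. The alternative that moved the small RNA shares most was the share of isoforms at or above FPKM 1, by which other small RNAs made up 0.105%. The 10 isoforms of highest mean FPKM over the libraries held 22.6%, 19.2% and 19.9% of the summed FPKM of replicates 1, 2 and 3. The mean was 20.6% ± 1.81, and 7.61% ± 2.48 once the small RNA classes were left out.

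**Figure D4:**
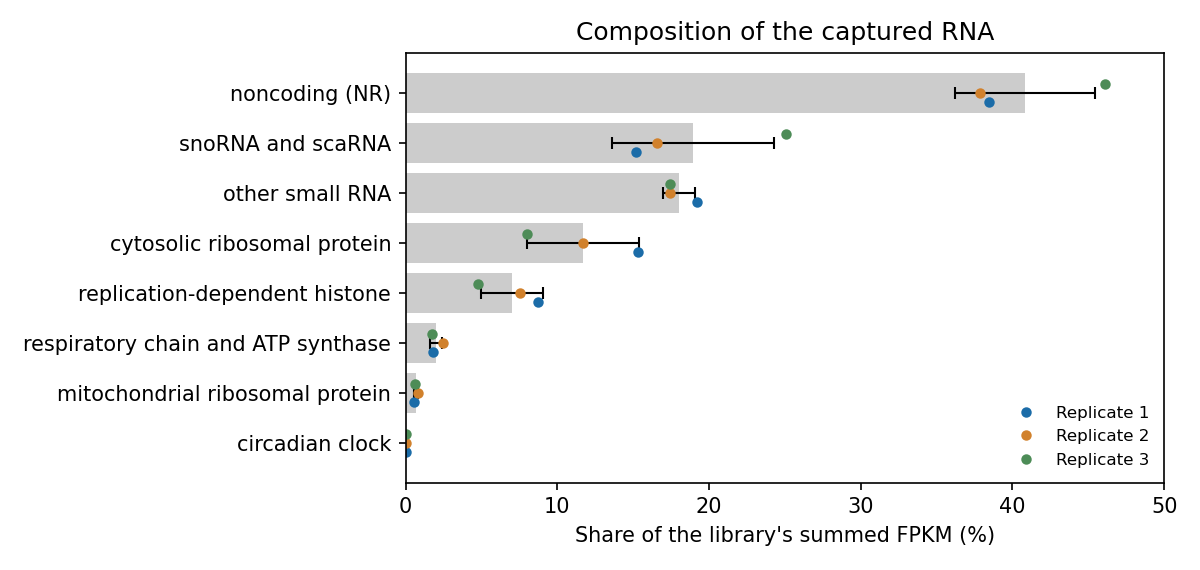
Share of each library's summed FPKM (x axis, percent) held by each gene class, with grey bars for the mean, error bars for the SD and coloured points for the 3 replicates. The noncoding class overlaps the small RNA classes. Ribosomal protein genes fall from 15.3% in replicate 1 to 7.98% in replicate 3 and snoRNA and scaRNA rise from 15.2% to 25.04%.

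To describe which classes stood high among captured genes, the median FPKM of each list was ranked among 10000 random lists of the same size drawn from the 15738 genes with a mean FPKM of at least 1, whose median was 8.27. The medians were 124.5 FPKM for 86 respiratory chain genes, 938 for 83 cytosolic ribosomal protein genes, 56.2 for 77 mitochondrial ribosomal protein genes, 470 for 124 snoRNA and scaRNA genes, 836 for 32 other small RNA genes and 484 for 58 histone genes. Each of these 6 lists ranked at percentile 100, above every random list. Only 124 of 386 snoRNA and scaRNA genes and 32 of 1835 other small RNA genes passed the limit of FPKM 1. Because FPKM divides by length, a short RNA that passes can stand far above 8.27 on little signal. The ranks of the snoRNA and other small RNA lists therefore cannot separate a high level from short length. The 12 circadian clock genes had a median of 5.21 FPKM, at percentile 14.7, and at percentile 0.73 without replicate 3. Because neither an input library nor a reaction without cyclase is used here, these ranks cannot separate abundance, capture and background.

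The spread of the same lists between replicates was ranked among 10000 random lists matched on mean expression. The snoRNA, other small RNA and histone lists ranked at percentile 100, the cytosolic ribosomal protein list at 99.99 and the mitochondrial ribosomal protein list at 99.93. The random lists were matched on FPKM and not on fragments. At equal FPKM a shorter RNA rests on fewer fragments, so counting error alone gives it a wider spread. The ranks of the snoRNA and other small RNA lists therefore cannot separate length from other sources of spread. Histone and cytosolic ribosomal protein genes are short too, so the same may hold in part for them. The cytosolic list ranked at 81.0 without replicate 3, and the mitochondrial list at 93.2, 79.8 and 73.6 without replicates 1, 2 and 3. Respiratory chain genes ranked at 77.9, and at 35.4 without replicate 2. Clock genes ranked at 11.8, and at 45.4, 31.5 and 1.51 without replicates 1, 2 and 3. The most abundant members were COX7C with 758 ± 281 FPKM (SD, n = 3), RPL31 with 4518 ± 3698, MRPL21 with 321 ± 206, SNORD45A with 17044 ± 7515, MIR6723 with 31972 ± 26298, H3C2 with 5478 ± 2676 and NR1D2 with 13.2 ± 2.61. A single library set several of these means. Without replicate 1 they were 2528 FPKM for RPL31 and 17205 FPKM for MIR6723, and without replicate 2 the mean of MRPL21 was 202 FPKM. Ribosomal protein and histone genes have near-identical copies, so the assignment of reads to single members is uncertain. The same holds for MIR6723, which overlaps the mitochondrial pseudogene MTCO1P12 in GENCODE 29.

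Of the 22259 isoforms with a mean FPKM of at least 1, 4656 (20.9%) had all 3 replicates within 2-fold of one another. The most abundant of these were the vault RNA VTRNA1-3 (NR_026705) with 30950.2 ± 4874 FPKM (SD, n = 3), the RNase P RNA RPPH1 (NR_002312) with 14498 ± 4732 and SNORD17 (NR_003045) with 4949 ± 410.0. They were followed by SNORD15B, H4C3, H4C5, SNORD15A, H4C4, SNORA18 and SNORA20, the last with 2476 ± 873 FPKM. Without the limit on spread, 2 of these 10 isoforms were among the 10 most abundant. At the other end, the isoforms of mean FPKM of at least 10 with the greatest spread were again small RNAs. SNORD79 was listed at 25121, 0 and 18921 FPKM in replicates 1, 2 and 3, SNORD76 at 0, 19939 and 18921, and MIR8078 at 0, 0 and 17756. In total 638 of 6998 isoforms with a mean FPKM of at least 10 (9.12%) were listed at 0 in at least 1 library, against 143 of 6950 genes (2.06%). VTRNA1-3 and MIR8078 are 89 and 84 nt long, below the fitted fragment length of 137, 137 and 144 nt, and the number of fragments behind such values could not be recovered.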

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

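The alternatives that count fragments or take the fitted denominators as depth, and those for the most abundant member of each list, were chosen after seeing the data. No paired analysis was possible because all 3 libraries belong to 1 group. For levels and shares, a value counts as changed here when it moved by more than 1 SD between replicates, and for counts when it moved by more than 1.5 times. Correlations, the median SD and percentiles have no value per library. Their limit was the SD over the 3 pairs of libraries, which are also the fits that leave 1 out, so those fits were judged by their own scatter and only their ranges are informative. Rescaling the libraries, with factors of 1.04, 1.01 and 0.989, was too small to move the mean of an enzyme gene or list member by 1 SD and says nothing about stability. Leaving out 1 of 3 libraries cannot move a mean by 1 SD either, by construction. It did move the mean of DXO to 37.1 FPKM without replicate 2, of XRN1 to 3.61 FPKM without replicate 1, of RPL31 to 2528 and MIR6723 to 17205 FPKM without replicate 1, and of MRPL21 to 202 FPKM without replicate 2. Unless a reason is given, the cause was not tested.

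The number of isoforms detected was 11228 at a limit of FPKM 5, a stricter limit by construction. The 10 most abundant isoforms held 7.61% without the small RNA classes. The mean correlation between replicates was 0.332 with a pseudocount of 0.1, 0.655 over all isoforms not at 0 everywhere, 0.424 as a rank correlation, 0.763 per gene and 0.915 over genes with at least 60 fragments. The median SD was 2.42 log2 units with a pseudocount of 0.1, 0.69 over all isoforms, 0.73 for isoforms with a mean FPKM of at least 5, 0.59 per gene and 0.35 for genes with at least 60 fragments. It ranged from 0.67 to 0.71 when each replicate in turn was left out, where an SD of 2 values has a lower median by construction. Per gene, 5291 genes differed by more than 2-fold between pairs. The NUDT12 isoform NM_001300741 alone had a mean of 0.907 FPKM.

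Without the 10 most abundant isoforms, the shares of summed FPKM were 2.50% for respiratory chain genes, 0.837% for mitochondrial ribosomal proteins, 4.77% for other small RNAs and 26.3% for noncoding isoforms. Removing isoforms of 1 class raises the shares of the others by construction. As shares of the isoforms at or above FPKM 1, the values were 0.623% for the respiratory chain, 0.70% for cytosolic ribosomal proteins, 0.568% for snoRNA and scaRNA, 0.105% for other small RNAs, 0.310% for histones, 0.0691% for clock genes and 13.3% for noncoding isoforms. This measure counts isoforms and ignores their level. As a share of fragments, clock genes held 0.0320%. Histones held 2.84%, but this check is void because only 73.3% of the histone isoforms above 0 had a fragment value.

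The 6 lists at level percentile 100 stayed there under each of their 5 alternatives, but with medians so far above that of all genes the measure is saturated, so this does not show stability. The clock list ranged from 0.73 to 29.9, with the lowest value without replicate 3. Spread percentiles moved more across the fits that each left out 1 replicate. They ranged from 35.4 to 96.8 for the respiratory chain, lowest without replicate 2, from 81.0 to 100 for cytosolic ribosomal proteins, from 73.6 to 93.2 for mitochondrial ribosomal proteins, from 99.61 to 100 for histones and from 1.51 to 45.4 for clock genes, lowest without replicate 3. Of the 10 most abundant isoforms within 2-fold, 2 were among the 10 without that limit. Between 3 and 7 were among the 10 when 1 replicate was left out, with 3 without replicate 3 and 5 without replicate 1.

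The depth behind the FPKM values limits these results, whether or not the runs themselves were deeper. Replicate 1 had the lowest denominator, 218917 fragments, and a transcript of 2000 nt needed 7.36 FPKM there to reach 3 fragments, so differences between isoforms near FPKM 1 were not detectable at this depth.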

Other observations

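All tests in this part were chosen after the results were seen, and no biological explanation was tested, since the 3 libraries share 1 genotype.

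Replicates scattered more than counting error alone gives. The observed median SD was 1.55 times the simulated one for genes with 6 to 19 fragments, 1.67 times for 20 to 59, 1.88 times for 60 or more but under 200 and 2.93 times for 200 or more, and in each class it lay above all 100 simulations. With the fitted denominators as depth the ratios were 1.50, 1.58, 1.74 and 3.13, again above all simulations. Over 12205 genes with at least 6 fragments, the mean correlation between replicates was 0.792, where counting error alone gave 0.903 (0.900 to 0.906). By this measure counting error was not the whole of the spread, and its part was smallest for the genes with most fragments. However, the simulation treats fragments as independent molecules, which amplified fragments without molecular identifiers are not. Some excess was therefore likely between separate libraries whatever the data, and counting error shrinks with more fragments by construction. The ratios give the size of the excess rather than a test of whether there is one. The further spread may come from the capture, from amplification of little RNA or from the cells, and these cannot be separated with 1 library per replicate.

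The share of short transcripts differed between libraries. Over 3929 genes with at least 60 fragments, the log2 ratio of replicate 2 to replicate 3 fell with transcript length (Spearman's rho across genes -0.237), and so did that of replicate 1 to replicate 3 (-0.250), while the ratio of replicate 1 to replicate 2 hardly did (-0.0482). Between replicates 2 and 3 the median was 0.23 for transcripts up to 2156 nt and -0.23 for those of 5680 nt or more. Ribosomal protein and histone genes are short and abundant, but without them rho was still -0.212 over 3829 genes, so they were not the whole cause. Counting error did not give it either, with a lowest rho of -0.0357 in 100 simulations. RNA integrity and fragment selection stay open as candidate explanations, and neither was tested. The trend covers transcripts of at least 400 nt. Shorter RNAs were mixed. Between replicates 1 and 3 the share of snoRNA and scaRNA rose from 15.2% to 25.04% of summed FPKM. That of other small RNAs went from 19.2% to 17.4%, while SNORD45A fell from 23669 to 8878 FPKM. Single isoforms can move the snoRNA share. SNORD76 alone was listed at 0 FPKM in replicate 1 and at 18921 of 670674 summed FPKM in replicate 3, whereas SNORD79 fell from 25121 to 18921 FPKM. The direction for other small RNAs was set by MIR6723. It held 61506 of 936921 summed FPKM in replicate 1 and 11089 of 670674 in replicate 3.

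The most abundant isoform of a gene often changed between libraries. Among genes with several isoforms and signal in all 3 libraries, it was the same in 46.0% of genes with 6 to 19 fragments, 39.8% with 20 to 59, 53.6% with 60 or more but under 200 and 74.2% with 200 or more. Among genes with exactly 2 isoforms the shares were 59.0%, 55.0%, 68.2% and 80.4%. The gain of 21.4 percentage points from the lowest to the highest class is consistent with few fragments per gene as a cause, although the step from the lowest class to the next went the other way. NUDT12 itself showed such a change in replicate 1, on 1 fragment.

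DXO stood at 140 fragments in replicate 2 against 7 and 36 in replicates 1 and 3. Its scatter exceeded that of 99.5% of genes with similar fragment totals, with 10 of 2086 genes scattering as much or more. Counting DXO itself the share was 0.00527, and multiplied by the 12 genes looked at it was 0.0632. Scatter beyond that of similar genes thus cannot be told apart from the choice among 12 genes. This rank does not test whether DXO differed between the libraries, since other genes' scatter includes any such differences. The exact Poisson intervals of DXO were 8.6 to 44.2, 191 to 268 and 36.7 to 72.6 FPKM in replicates 1, 2 and 3. Replicate 2 lay above both others, which argues against counting error alone for DXO. These intervals cover counting error only, since amplified fragments are not independent molecules. The genomic neighbours of DXO did not follow it, with 57.7, 47.6 and 48.7 FPKM for NELFE and 11.3, 7.81 and 14.0 FPKM for SKIC2 in replicates 1, 2 and 3. The table lists 5 further copies of DXO, 0 of which were above 0.

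RPL21 and its pseudogene RPL21P28 exchanged places between libraries. RPL21 had 4.02, 1.87 and 588 FPKM, and RPL21P28 had 1635, 1091 and 7.42. Their sum was 1639, 1093 and 595 FPKM, a range of 2.76-fold, far narrower than that of either gene. This is consistent with reads shared between near-identical copies and assigned differently in replicate 3, but the pair was picked for the pattern, so that cannot be told apart from a true exchange here. The level of RPL21 in any 1 of these libraries has little meaning apart from its pseudogene.

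Nuclear genes resembling mitochondrial RNA were high in replicate 1. The 9 MTRNR2L genes, copies of mitochondrial ribosomal RNA sequence, summed to 9456 FPKM in replicate 1, 2263 in replicate 2 and 1586 in replicate 3, a 5.96-fold difference between replicates 1 and 3. MTRNR2L12 alone held 81.8% of that sum in replicate 1, and the other 8 summed to 1724, 407 and 227 FPKM, a 7.59-fold difference between replicates 1 and 3. The 5.69-fold ratio of MTRNR2L12 exceeded that of 99.8% of 3926 other genes, whose median ratio was 1.055. MIR6723 was picked as a second such gene, because it overlaps the mitochondrial pseudogene MTCO1P12 in GENCODE 29, where 7 of the 8 genes within 5000 nt are mitochondrial pseudogenes. It had 61506, 23320.1 and 11089 FPKM, 5.55-fold higher in replicate 1 than in replicate 3. More mitochondrial RNA in the library of replicate 1, read into nuclear copies, may explain both. As both were picked for the pattern and mitochondrial transcripts were not analysed here, it cannot be told apart from a usual difference between these libraries. It bears on the share of other small RNAs, in which MIR6723 was the most abundant member.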
